A study of Mus musculus with 8 samples. Its data were reported in "In vivo genome-wide analysis of multiple tissues identifies gene regulatory networks, novel functions and downstream regulatory genes for Bapx1 and its co-regulation with Sox9 in the mammalian vertebral column" (2014).

How the data were processed

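Sorted Bapx1-EGFP forelimb cells of 4 wildtype and 4 Bapx1 null samples at embryonic day 12.5 were profiled on Illumina MouseWG-6 arrays. According to the study's methods the replicates are biological and background was subtracted in GenomeStudio (version not given in the sources used here); the sample labels state biotinylated cRNA. The authors deposited a table of probe intensity on a linear scale, which holds no value below 0, so that, unlike the data named in the methods, it was taken as not background-subtracted, and as not normalized between arrays. Beside each intensity the authors deposited a detection value as a fraction from 0 to 1 that is headed as a p-value; it rises with brightness, so it was taken as 1 minus the detection p. The authors also deposited a table of processed log2 values per probe. Its differences between arrays equal those of the log2 intensity after each array is shifted by its median, so the scale is log2 and higher is brighter, but the baseline subtracted from each probe stays unknown: in only 23.4% of probes is it the median of these 8 arrays (tolerance 1e-04). Its column medians were 0.0016, 0.0014, 0.0048 and -0.015 in wildtype replicates 1 to 4 and -0.0050, 0.0049, 0.014 and -0.0022 in the null replicates. Scale normalization by the median absolute deviation, a filter on percentiles and a variance test per probe with Benjamini-Hochberg adjustment are what the methods name for the study's own comparison.

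The intensity table names probes by array address and the processed table by Illumina probe identifier. All 45281 rows of the tables were paired one to one by their differences between arrays, with a largest distance of 3.0e-06 and a smallest distance to the next-best row of 0.018 on the log2 scale (tolerance 1e-05); with the groups' columns exchanged, 0 rows paired. A platform annotation names 1 gene for 34885 probes and several for 18, which were left unnamed, and the remaining 10378 probes are unnamed here. Symbols were checked through gene identifiers against the GRCm38.p6 gene table, which changed 0 of them, and older symbols in the gene lists were updated through its synonyms. No genome build is given for the arrays, so positions are not used.

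Background was corrected with nec of limma 3.58.1 in R 4.3.3 (normexp, with the mean and SD of negative controls inferred from the detection p, offset 16), followed by quantile normalization and log2. Probes with a detection p under 0.05 on at least 4 of the 8 arrays, whatever their group, were kept (20593). Genotypes were compared with lmFit and eBayes of limma, two-sided, with Benjamini-Hochberg adjustment over the kept probes and a threshold of 0.05. All p-values of single genes and probes are limma's moderated test unless an exact permutation test is named. For gene level, the probe with the highest mean over all 8 arrays stood for its gene (11037 genes). Gene-level adjusted p-values are over these genes, and those of the Bapx1 probes over all kept probes. Gene lists were compared with camera of limma at a preset inter-gene correlation of 0.01, for lists with at least 5 kept genes (24 of 26), with adjustment over the lists. No list passed when the correlation was estimated from the data. That held also for the cartilage list, whose estimated correlation (-0.022) lay below the preset value, so these losses do not reflect correlation alone. By contrast 11 passed with fry, which tests whether the genes of a list move one way and does not compare them with other genes. The lists cover tissues, pathways, other cell types, genes named by the study for other organs, and the neighbours of Bapx1. A probe not above background on any array of a group is given as a bound, the lowest of those after the background correction used here, after saddle-point normexp with an offset of 50 and without correction; list medians with bounds use the first of these.

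Genes named in the text follow a rule: Bapx1 and Barx2; the 10 genes most raised and the 10 most lowered among those past the threshold with no overlap between groups; up to 3 members by size of change of each list described by its members; and Sox9, Col1a1, Gdf5, Runx2 and Xist. Hs3st1, as the only call of its list, and genes or probes singled out in the closing section were named after their values were seen. The lists, the rule, the tests and the alternatives were fixed before the data were examined, apart from those said to be chosen later. Alternatives covered the scaling, the background correction, the authors' processed table, the filter, the variance model, array weights, the methods' t-test, the replicate number as a block, the list test, and leaving out each array. A block for the array chip was not run, because neither column names nor labels give the chip.

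The chain was tested on simulated arrays. Of 100 probes changed by a fold of 1.5, 32 were recovered, and of 100 changed by a fold of 2, 79 were recovered; 9 of 123 calls were false among 22365 probes tested. Among simulated lists, 2 of 2 shifted lists and 0 of 20 unshifted lists passed at 11007 genes tested. Noise was simulated independently for each probe. The simulation therefore cannot show how often lists pass by chance where their genes vary together. The arrays were compared for likeness: null replicates 2 and 3 were the closest pair (SD of their log2 difference 0.144, against 0.227 for the next closest pair), but their Xist intensities were 611.0 and 142.9, so they were counted as separate samples. Figures were drawn with matplotlib 3.10.9.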

Results

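To follow what the homeobox gene Bapx1 (Nkx3-2) does in the limb, forelimbs were taken from mouse embryos at E12.5, and cells with green fluorescence from the Bapx1 locus were sorted. Both genotypes carried EGFP at that locus: behind an internal ribosome entry site in the untranslated end of an intact gene in the wildtype, and directly after the start codon in the null, which ends the coding sequence. The paper writes the wildtype as heterozygous for its reporter allele and the null as homozygous. Design and copy number of the reporter therefore go with the genotype, and their effects on the sort cannot be told apart from it. RNA of 4 wildtype and 4 Bapx1 null samples was measured on Illumina mouse arrays with 45281 probes, 1 array per sample. The median probe intensity per array lay between 57.9 and 70.4, and between 19840 and 20879 probes per array were above background (43.8% to 46.1%). After filtering, 20593 probes were compared, and the number of arrays limits the precision. Log2 changes are given as null against wildtype, so that positive values are higher in the null.

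Bapx1 itself was examined first. Its probes were at background on all 4 wildtype arrays and clearly detected on all 4 null arrays. The first probe had a normalized log2 intensity of 4.49 ± 0.03 (SD, n = 4) in the wildtype and 7.87 ± 0.15 (SD, n = 4) in the null, and the second 4.47 ± 0.10 (SD, n = 4) and 7.57 ± 0.16 (SD, n = 4). Because the wildtype was not above background, only a bound can be given, and it depends on the background treatment. The null was at least 3.38-fold higher by the first probe and at least 2.87-fold higher by the second under each of 3 treatments, with bounds of 6.82-fold and 5.56-fold after the background correction used here and 3.89-fold and 3.26-fold without any (bright mean against the lowest detected signal of each dim array or the probe's own, whichever was higher). An exact two-sided permutation test over the 70 assignments gave p = 0.029 for each probe, the smallest value it can give, and the adjusted p was 8.8e-08 and 3.3e-07. A probe outside the part removed by the targeting says nothing about whether the labels are right, and where these probes lie relative to the inserted reporter was not analysed here. Of 12 measured genes that neighbour Bapx1, only the heparan sulfate sulfotransferase gene Hs3st1 passed the test at -0.81 ± 0.12 (SE, adjusted p = 0.0030), a call lost with the scaling of the methods (-0.77, adjusted p = 0.22), and the list as a whole had a median of -0.00018 (adjusted p = 0.90). Adjusted over the list alone, 2 neighbours rose and 1 fell.

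**Figure D1:**
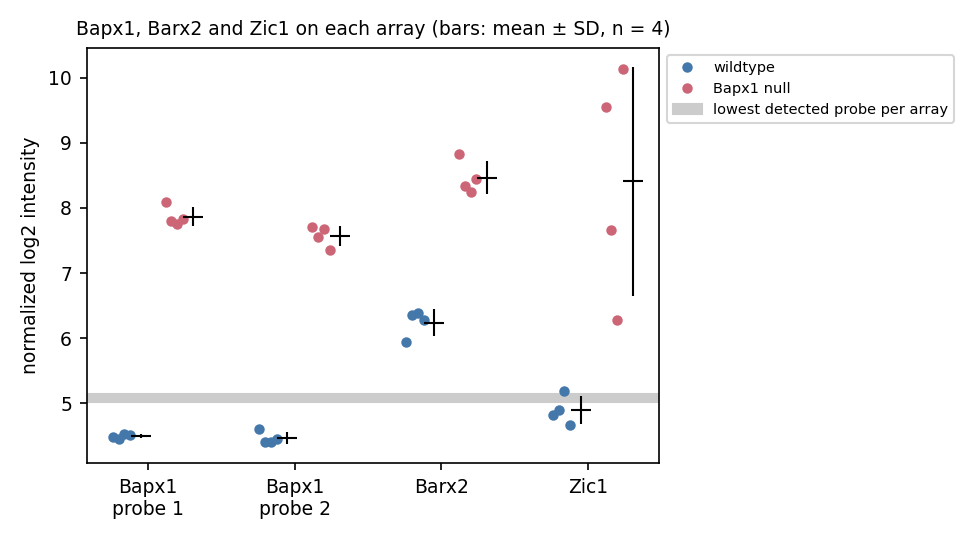
Normalized log2 intensity (y axis) of the Bapx1 probes, Barx2 and Zic1 on each of the 8 arrays, wildtype in blue and null in red, with mean and SD of 4 arrays per group; the grey band spans the lowest detected signal per array. The wildtype Bapx1 points lie below the band and all null points above it, and the null Zic1 points spread from 6.29 to 10.13.

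The genotypes differed at 817 probes, 380 higher and 437 lower in the null. A fold above 2 was reached by 164 of them, with 50 higher and 114 lower, and a fold above 1.5 by 474, with 206 higher and 268 lower. In 815 of the 817 the 4 null arrays all lay on one side of the 4 wildtype arrays, as did 2539 of all kept probes, where chance gives 2.86%. At gene level 682 of 11037 genes passed, 307 higher and 375 lower, and 127 of these had a fold above 2, 33 higher and 94 lower. Beside Bapx1, the homeobox gene Barx2 rose by 2.22 ± 0.14 (SE) on the log2 scale (adjusted p = 5.7e-05), from 6.24 ± 0.21 to 8.46 ± 0.26 (SD, n = 4 each); Bapx1 and Barx2 were picked by the study on these same samples and are not independent evidence. Zic1, a zinc finger gene of dorsal neural tube and somite derivatives, rose by 3.51 ± 0.70 (adjusted p = 0.016) and was detected on 1 wildtype array and all null arrays, but its null levels ran from 6.29 and 7.66 in replicates 3 and 2 to 9.54 and 10.13 in replicates 1 and 4. Its call was lost without wildtype replicate 4 (3.46, adjusted p = 0.051) and with a robust variance trend (adjusted p = 0.064), and its change was 5.66 with the Y-linked level as a term. Eya1, a transcriptional coactivator, rose by 1.87 ± 0.23, the C-type lectin gene Chodl by 1.82 ± 0.30, the fibril-associated collagen gene Col14a1 by 1.67 ± 0.16 (1.01 by its other probe), the glutamate transporter gene Slc1a3 by 1.65 ± 0.13, 9130024F11Rik by 1.52 ± 0.11, Fstl5 by 1.504 ± 0.10 and Lypd1 by 1.46 ± 0.13, with adjusted p between 6.8e-05 and 0.0067. With the between-array scaling that the methods name in place of quantile normalization, 115 probes passed. The calls of Zic1, Chodl and Slc1a3 were lost at similar log2 changes. That scaling was run here on values after the background correction used here, and it lost 28 of 40 named calls. The authors' processed table, whose arrays were shifted only by their medians, passed 333 probes and lost 4 of the 40.

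The genes lowered most were those of blood platelets and macrophages. All 11 measured platelet and megakaryocyte genes fell, with a median of -2.51 on the log2 scale, and also when adjusted over the list alone. The chemokine genes of platelet granules Ppbp and Pf4 were at -3.55 ± 0.50 (SE) and -3.07 ± 0.50, and the platelet tubulin gene Tubb1 at -2.84 ± 0.44, with adjusted p of 0.0029, 0.0062 and 0.0046. A second probe of Tubb1 gave -0.18. With the scaling of the methods the calls of Pf4, Tubb1, Treml1, Mpig6b and Alox12 were lost, at -2.92, -2.73, -2.73, -2.60 and -2.51. Treml1, Mpig6b and Alox12, which are also active in platelets, were lower by -2.82 ± 0.48, -2.68 ± 0.43 and -2.63 ± 0.45. The thrombin receptor gene F2rl2 was at -3.16 ± 0.30 and the leukocyte adaptor gene Sla at -2.68 ± 0.41, and each was detected on all wildtype arrays but on only 2 null arrays. The mean of the list lay at 7.39 and 7.37 in null replicates 1 and 4 and at 6.21 and 5.92 in null replicates 2 and 3, which also stood apart for Xist. The list passed camera with an adjusted p of 7.0e-15; with an estimated correlation the adjusted p was 0.17.

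Of 15 measured macrophage and leukocyte genes, 13 fell and 2 did not pass, with a median of -1.48 (-1.285 with genes below background in a group at their bound, and -0.89 after saddle-point normexp with an offset of 50), and all 15 fell when adjusted over the list alone. The lysozyme genes Lyz1 and Lyz2 were at -2.56 ± 0.16 (SE) and -2.54 ± 0.20, and the macrophage surface receptor gene Adgre1, detected on 3 null arrays, at -2.23 ± 0.16 (-1.60 by its other probe), with adjusted p of 4.7e-05, 0.00016 and 0.00011. Lyz1 went from 8.45 ± 0.36 in the wildtype to 5.88 ± 0.10 in the null (SD, n = 4 each). Camera gave an adjusted p of 3.2e-23 for this list, and with an estimated correlation the adjusted p was 0.12.

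Muscle genes were lower as well. Of 17 measured, 10 fell and 7 did not pass (12 fell when adjusted over the list alone), with a median of -0.62; the myosin light chain genes Myl4 and Mylpf were at -0.92 ± 0.13 and -0.82 ± 0.10 (SE) and the skeletal actin gene Acta1 at -0.77 ± 0.09. With the scaling of the methods these genes lost their calls at -0.89, -0.79 and -0.76. The list had an adjusted p of 4.2e-13, and with an estimated correlation the adjusted p was 0.15. Among 14 endothelial genes 4 fell, 10 did not pass and the median was -0.34 (list adjusted p = 0.00053; adjusted p = 0.40 with an estimated correlation). Esam, an endothelial adhesion gene, was at -0.93 ± 0.15 and the transcription factor gene Sox18 at -0.76 ± 0.17, while Plvap did not pass at -0.49 ± 0.19 (adjusted p = 0.19). Adjusted over the list alone, 8 endothelial genes fell and 1 rose. The endothelial list lost its call with the Y-linked level as a term (median -0.095, adjusted p = 0.25; -0.21 with no filter) and by fry (adjusted p = 0.071), and Esam and Sox18 lost theirs with the scaling of the methods. The call of Sox18 was lost in 6 of the 8 fits that left out an array, with values between -0.65 and -0.75, and without null replicates 2 and 3 together. No erythroid gene passed among 10, although the list did (median -0.28, adjusted p = 0.047; adjusted p = 0.56 with an estimated correlation), and none passed adjusted over the list alone. The adult globin genes Hbb-b2, Hbb-bt and Hbb-bs were at -1.03 ± 0.33, -1.005 ± 0.31 and -0.93 ± 0.33. The erythroid call was lost without wildtype replicate 1 (adjusted p = 0.22), wildtype replicate 2 (0.066) or null replicate 4 (0.23), with no filter (0.056), with array weights (0.24) and by fry (0.41), and the median without single arrays ran from -0.86 to -0.0285.

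**Figure D2:**
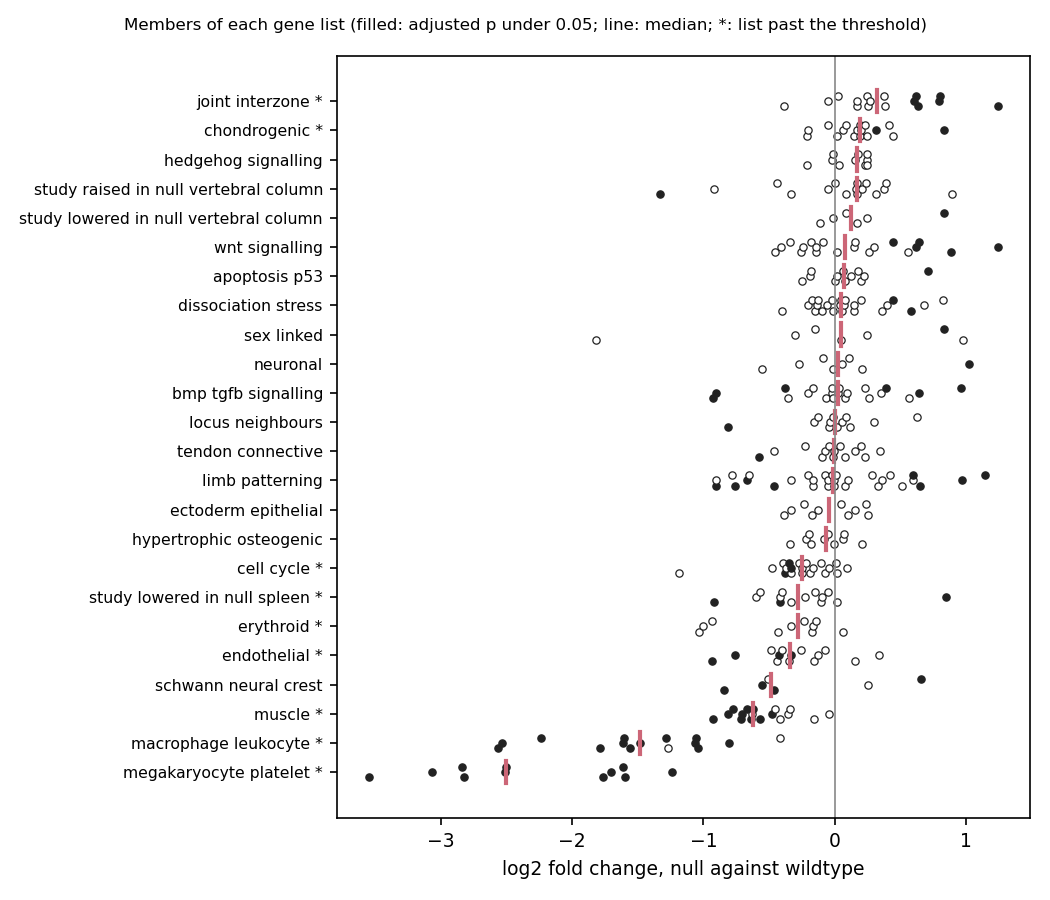
Log2 fold change of null against wildtype (x axis) of every measured member of the 24 tested gene lists (y axis, ordered by median); filled points passed at an adjusted p under 0.05, open points did not, red lines are medians and asterisks mark lists past the camera threshold with the preset correlation. All 11 platelet genes and all 15 macrophage genes lie left of 0, while 14 of 16 joint genes lie right of it.

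Genes of the developing joint were higher in the null, in the same arrays in which platelet, macrophage and muscle genes were lower. Of 16 measured joint interzone genes, 6 rose and 10 did not pass (8 rose when adjusted over the list alone), and the median was 0.32. Dkk3, a secreted glycoprotein gene of the Dickkopf family, rose by 1.25 ± 0.17 (SE), the collagen gene Col22a1 by 0.81 ± 0.13, and the signalling gene Wnt16 passed at an adjusted p of 0.012, at least 1.17-fold higher in the null under each of 3 background treatments (1.40-fold with the one used here) since it was not above background on any wildtype array. With the scaling of the methods the calls of Dkk3, Col22a1, Wnt16 and the cartilage gene Chad were lost. The joint marker Gdf5 did not pass, at 0.38 ± 0.16 (adjusted p = 0.23). The list had an adjusted p of 1.3e-05, and with an estimated correlation the adjusted p was 0.12. Of 17 cartilage genes 2 rose and 15 did not pass, with the same 2 adjusted over the list alone, a median of 0.20 and an adjusted p of 0.012 (adjusted p = 0.15 with an estimated correlation). The cartilage matrix gene Chad was higher by 0.83 ± 0.13, detected on 1 wildtype and 4 null arrays, whereas Col9a2 and Matn1 did not pass at 0.45 ± 0.15 and 0.42 ± 0.19. The cartilage list lost its call with the scaling of the methods, with the strictest detection filter, with array weights and without null replicates 2 and 3, and its median was 0.127 without null replicate 4, 0.087 with no filter, 0.11 in the authors' value table, 0.118 without background correction and 0.10 after saddle-point normexp with an offset of 50. Sox9, the master regulator of cartilage, lay at 14.02 ± 0.05 in the wildtype and 14.04 ± 0.17 in the null (SD, n = 4 each; log2 change 0.02 ± 0.09 SE, adjusted p = 0.92), a direction that turns under the scaling of the methods and in the authors' value table. The bone collagen gene Col1a1 was at -0.05 ± 0.14 (adjusted p = 0.88). Runx2, which had also been chosen beforehand, was not analysed here.

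**Figure D3:**
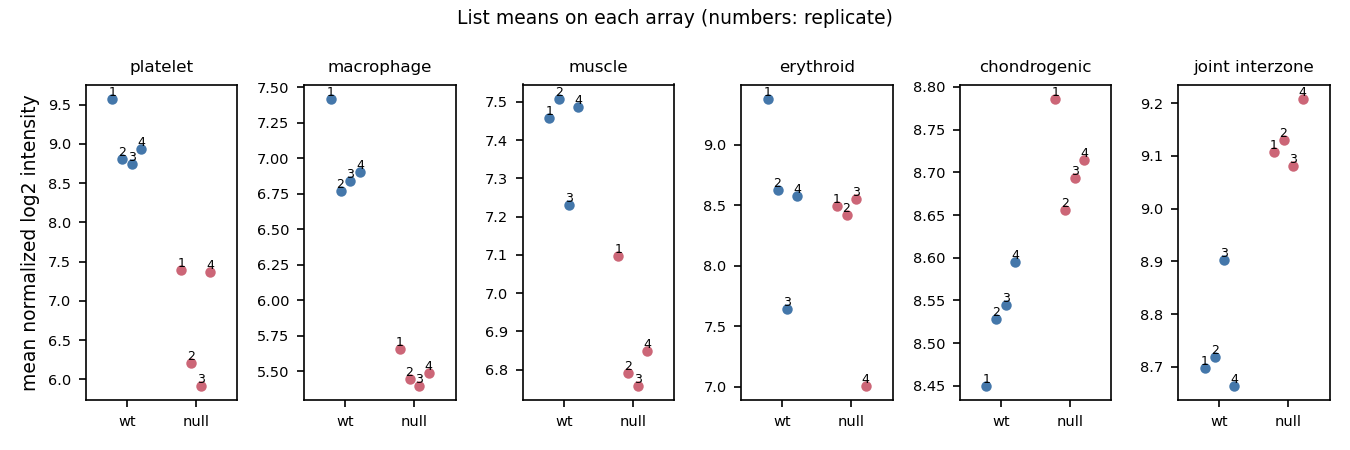
Mean normalized log2 intensity (y axis, a separate range per panel) of 6 gene lists on each array, wildtype in blue and null in red, with replicate numbers beside the points. The platelet means lie between 8.74 and 9.57 in the wildtype and between 5.92 and 7.39 in the null, and the joint means between 8.66 and 8.90 and between 9.08 and 9.21.

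Signalling and patterning genes moved in both directions. In the Wnt list 5 of 20 genes rose and none fell (7 rose and 3 fell adjusted over the list alone), but the list did not pass camera (median 0.08, adjusted p = 0.16), while it passed fry (adjusted p = 0.0018). The median of that list ran from 0.0066 to 0.10 without single arrays. The secreted Wnt antagonist genes Frzb and Sfrp1 were among the risers, at 0.89 ± 0.10 and 0.64 ± 0.07 (SE; 1.04 by a dimmer probe of Sfrp1), together with Dkk3. Of 21 genes of BMP and TGF-beta signalling 3 rose and 3 fell (6 and 4 adjusted over the list alone; median 0.03, list adjusted p = 0.64): the activin antagonist gene Fst was at 0.96 ± 0.19, Bmp6, detected on 3 null arrays, at -0.92 ± 0.20 and the BMP antagonist gene Grem1 at -0.90 ± 0.12. The call of Bmp6 was lost in 6 of the 8 fits that left out an array (-0.76 to -0.92), and that of Fst without wildtype replicate 2 or 4 (0.90 and 0.94). Among 30 limb patterning genes 4 rose and 4 fell (7 and 6 adjusted over the list alone; median -0.01, list adjusted p = 0.90). The Iroquois genes Irx3 and Irx5 rose by 1.15 ± 0.23 and 0.97 ± 0.18, with Irx3 losing its call without wildtype replicate 4 (1.07, adjusted p = 0.052). The calls of Frzb, Sfrp1, Fst, Bmp6, Grem1, Irx3 and Irx5 were all lost with the scaling of the methods, and those of Fst and Bmp6 also in the authors' value table and without null replicates 2 and 3.

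Cell cycle genes were slightly lower. Of 20, 3 fell and 17 did not pass (9 fell adjusted over the list alone), with a median of -0.25, an adjusted p of 1.8e-05 for the list and, with an estimated correlation, an adjusted p of 0.30. The replication helicase gene Mcm6 was at -1.18 ± 0.32 (SE, adjusted p = 0.059) by its brightest probe and between -0.42 and -0.11 by its other 3, and the mitotic kinase genes Plk1 and Cdk1 at -0.47 ± 0.17 and -0.39 ± 0.13, none of which passed. Mcm6 passed without wildtype replicate 1 (-1.47, adjusted p = 0.015), and Plk1 without wildtype replicate 3 (-0.63, adjusted p = 0.034) and with the replicate number as a block (-0.47, adjusted p = 0.039). A list taken from a published comparison of the null spleen passed with lower values. In it 2 of 14 fell, 1 rose and 11 did not pass (4 and 1 adjusted over the list alone), with a median of -0.28 and an adjusted p of 0.0067 (adjusted p = 0.45 with an estimated correlation). Ccng2, an atypical cyclin gene, was at -0.92 ± 0.12, while the anchoring protein gene Akap12 went the other way at 0.85 ± 0.20 and Ccne2 did not pass at -0.60 ± 0.20. The call of Akap12 was lost in 6 of the 8 fits that left out an array (0.67 to 0.93) and with the replicate block (adjusted p = 0.075), and those of Akap12 and Ccng2 with the scaling of the methods. The spleen list lost its call with array weights (median -0.056, adjusted p = 0.24), without null replicate 1 (-0.14, adjusted p = 0.056) and by fry (adjusted p = 0.15), and its mean in null replicates 2 and 3 (9.06 and 9.11) lay within the range of the wildtype (9.04 to 9.22). The median of that list was -0.52 with the Y-linked level as a term, -0.47 without null replicates 2 and 3, -0.18 in the authors' value table and also -0.18 after saddle-point normexp with an offset of 50.

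The other lists did not pass camera. Genes listed as lowered in the null vertebral column had a median of 0.13 (1 of 6 rose, also adjusted over the list alone, adjusted p = 0.16) and those raised there a median of 0.17 with a mean of -0.0018 (1 of 16 fell, 5 rose and 4 fell adjusted over the list alone, adjusted p = 0.61). Medians were 0.17 for hedgehog signalling (adjusted p = 0.10), -0.49 for Schwann cell and neural crest genes (1 of 6 rose and 3 fell, adjusted p = 0.13; median -0.00037 with no filter and 0.028 with the percentile filter), -0.01 for tendon genes (1 of 14 fell, adjusted p = 0.90), -0.06 for bone and hypertrophic cartilage (adjusted p = 0.32), 0.03 for neuronal genes (1 of 8 rose, adjusted p = 0.90), -0.04 for epithelial genes (adjusted p = 0.90), 0.05 for genes of dissociation stress (2 of 24 rose, adjusted p = 0.29) and 0.07 for p53 targets (1 of 12 rose, adjusted p = 0.46). Adjusted over the list alone, 2 hedgehog genes rose, 2 Schwann cell genes rose and 4 fell, 1 tendon gene fell, 2 neuronal genes rose and 2 fell, 6 genes of dissociation stress rose and 1 fell, 1 p53 target rose, and no bone or epithelial gene passed. The list of dissociation stress passed camera without wildtype replicate 3 (median 0.12, adjusted p = 0.048). The hedgehog median was 0.029 with no filter, 0.054 with the percentile filter and 0.090 without null replicate 1. By fry, which does not compare with other genes, the lists of p53 targets (adjusted p = 0.0018), hedgehog signalling (0.024), Schwann cell genes (0.037) and genes lowered in the null vertebral column (0.023) passed. The Nkx family list and the list lowered in the null gut had only 4 and 3 measured genes and were not tested as lists; Barx2 was the only gene of either that passed.

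Sex-linked genes varied from sample to sample. Xist, which is transcribed from the inactive X chromosome, had a log2 intensity of 11.42 ± 0.65 in the wildtype and 9.60 ± 2.33 in the null (SD, n = 4 each; log2 change -1.82 ± 0.95 SE, adjusted p = 0.33), with 8.99 and 6.57 in null replicates 2 and 3. The Y-linked genes Eif2s3y and Kdm5d were at 0.83 ± 0.18 (adjusted p = 0.023; 0.24 by a dimmer probe) and 0.98 ± 0.25 (adjusted p = 0.053). Eif2s3y lost its call in 4 of the 8 fits that left out an array (0.71 to 0.80), with the scaling of the methods (0.84, adjusted p = 0.85), in the authors' value table (0.82, adjusted p = 0.078) and without null replicates 2 and 3 (0.504, adjusted p = 0.068), and Kdm5d passed without null replicate 4 (1.18, adjusted p = 0.019). As a list the sex-linked genes did not pass (1 of 7 rose, 2 rose and 1 fell adjusted over the list alone, median 0.05 with a mean of -0.02, adjusted p = 0.86). With the Y-linked level as a term in the fit, chosen after the data were seen, 1580 probes passed. Among the named genes Treml1 (-1.48), Alox12 (-1.35), Col22a1 (0.74), Esam (-0.62) and Sox18 (-0.60) lost their calls. Eif2s3y (0.26) lost its call too, but the term is the mean of Eif2s3y, Kdm5d and Uty. That loss was therefore built into the fit and says nothing about Eif2s3y. With that term the platelet median was -1.36 and the erythroid median -1.39, and Ppbp (-2.21), Pf4 (-1.63), Tubb1 (-1.59), Mpig6b (-1.48), Sla (-1.60), Irx3 (1.78) and Akap12 (1.33) kept their calls at other sizes. Without null replicates 2 and 3 the medians were -1.62 for platelet and -0.77 for erythroid genes.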

Values the study reported

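At its threshold of a more than 2-fold change, the study reported 2 genes that depended on Bapx1 in the forelimb. It reported 30 genes in the hindlimb, 125 in the vertebral column, 143 in the gut and 980 in the spleen by the same measure.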

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

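Most tests of the cell type, joint and Bapx1 patterns below were chosen after the result was seen: those of purity, blood, carry-over, cartilage, neighbours and transcript, the sizes without background correction and the sex mix per list; the count of signs without that correction and the sex mix over lists together were set before their own results. Of 164 groups of 4 values examined, 15 held an array far from the other 3, where chance gives about 1 in 20.

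Wildtype replicate 1 was set apart most often. It had the highest levels of Ppbp (11.19, next 10.23), Tubb1 (10.99, next 10.30), Lyz1 (8.98, next 8.31) and Lyz2 (8.82, next 7.92), and the lowest of Mcm6 (11.03, next 12.13) and 9130024F11Rik (5.90, next 6.19). Null replicate 4 had a high Wnt16 (6.08, next 5.46) and low Mcm6 (9.88, next 10.89), Hbb-bt (7.37, next 8.55), Frzb (9.49, next 9.76) and mean of the erythroid list (7.01, next 8.42). Null replicate 1 was low for Chodl (10.74, next 11.18) and null replicate 2 for Chad (5.32, next 5.64). Wildtype replicate 3 had a low mean of the p53 list (7.68, next 7.70) and a high mean of the tendon list (10.20, next 9.96).

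Platelet, macrophage and muscle genes were lower in the null. A less pure wildtype sort that raised genes of every other cell type alike is argued against. The epithelial median lay 2.47 above the platelet median (joint SE over genes 0.24), and 1.36 above it with the Y-linked level as a term (joint SE 0.13). Carry-over of some cell types more than others was not tested. More blood of every kind cannot be told apart: the erythroid median lay 2.23 above the platelet median (joint SE 0.26), but with that term 0.028 below it (-0.028, joint SE 0.21), and it swung with single arrays. Without background correction 100% of the 43 members stayed below 0, which cannot show a change of size, and between 69.0% and 86.0% of the list medians was left with all 3 lists past the threshold, so the correction added to the sizes but does not account for the whole. With the Y-linked level as a term 94.3% of the macrophage median was left (SE over genes 3.3). That share was 76.5% for muscle (4.4), 54.2% for platelets (5.5) and 86.0% over the 3 lists together, which hid this. Genes of a list moved together, so these SEs and the joint SEs do not measure the spread over arrays. The Y-linked level was mostly higher in the null (8.40 to 9.39, against 8.03 to 8.46), so the term is not independent of genotype. Across that range all null macrophage means (5.40 to 5.66) lay below those of the wildtype (6.77 to 7.42). The sex mix is thus argued against only as the whole of the macrophage difference and stays open as a part of all 3 lists. Members of each list also deviated together within groups (estimated correlations from 0.407 to 0.897), as amounts of these cells that vary from sort to sort would give. Lists that did not fall did so too, with 0.456 for tendon (median -0.006) and 0.503 for epithelial genes (median -0.039). The correlation is therefore not particular to the 3 lists. A difference by genotype, or by the reporter that goes with it, was not tested.

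Joint interzone genes were higher in the null. A loss of other cells that raised every gene of the skeletal mesenchyme alike cannot be told apart, since the joint median lay 0.125 above that of the cartilage list (joint SE 0.115; 0.081 to 0.234 without single arrays), in which 2 of 17 genes rose, while the bone list had a median of -0.06 (-0.159 to -0.037 without single arrays). With the Y-linked level as a term, 111.7% of the joint median was left (0.36). This argues against the sex mix as the whole of the difference, but the term is not independent of genotype. An effect of the genotype on which mesenchymal cells carry the fluorescence, or on the genes in them, may be involved and was not tested. It cannot be told apart from an effect of the reporters, which differ between the genotypes.

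Bapx1 was above background in the null arrays alone, although both genotypes were sorted on fluorescence from its locus. An effect that raised the targeted region as a whole is argued against by the median of its 12 neighbours (-0.00018). Adjusted over the list alone 2 neighbours rose and 1 fell, and a median cannot show effects that go both ways. A wildtype transcript altered at its end by the inserted reporter is argued against as the whole of the difference only if these samples were heterozygous. Their titles do not state that. The paper writes the wildtype as heterozygous for its reporter allele, so the other allele would still give an unaltered transcript. Yet the probes were above background in 0 of 8 wildtype measurements, and the null was at least 2.87-fold higher by either probe. As a part, such a change cannot be told apart from a true rise of Bapx1 in the null. The probe positions that would decide it were not analysed here. The null transcript is altered as well, by the reporter after its start codon, and an effect of that on its level was not tested. A rise by loss of self-repression could also give this pattern and was not tested in these samples. For another tissue, the vertebral column, the paper describes Bapx1 as raised in null embryos by in situ hybridization. It proposes possible auto-regulation there. The legend of the figure it cites reads differently, with an arrow for lost expression of the genes shown in the rostral vertebral column. For the null spleen that legend describes a loss of Bapx1.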

How the results depend on the processing

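The direction of Bapx1 and its call held under every alternative that was run for single genes, which leaves out the whole chain of the methods (fitted values from 1.930 to 3.496 on the log2 scale over both probes; as the wildtype was not above background, these follow the background treatment and are no measure of size). The number of probes past the threshold moved from 817 to 115 with scale normalization, 333 in the authors' value table, 378 by the methods' t-test, 1877 with array weights, and, chosen after the data were seen, 1580 with the Y-linked level as a term and 16 with the whole chain of the methods. That chain is an approximation, with the background estimated from dim probes and the percentile filter as read here. Without single arrays it lay between 409 and 615, with the lowest counts without wildtype replicate 1 (515), 2 (419) or 4 (409) and null replicate 2 (430), 3 (515) or 4 (473). With null replicates 2 and 3 both left out, also chosen later, 1112 probes passed, 238 with a fold above 2.

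With a fold above 2, 164 became 99 with scale normalization, 76 with saddle-point normexp and an offset of 50 in place of 16, 94 without background correction, 92 in the authors' table, 69 with the strict detection filter (16065 probes tested), 95 by the methods' t-test, 489 with the Y-linked term and 14 with the whole chain. Above 1.5, 474 became 115, 256, 298, 235, 273, 206, 1291 and 15 in the same order, and 827 without null replicates 2 and 3. Single arrays left out gave 130 to 166 and 316 to 420. The share of calls higher in the null was 46.5%, against 31 of 115 with scale normalization and 36.3% without null replicates 2 and 3. The cause was not tested.

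The count of 9 lists became 0 with an estimated correlation and lay between 6 and 11 otherwise (8 to 10 without single arrays). Platelet, macrophage, muscle, joint and cell cycle lists passed in the same direction in all other settings where they could be tested. Of 40 named genes past the threshold besides Bapx1, 28 lost their call with scale normalization and 18 by the methods' t-test (Zic1, Chodl, Pf4, Tubb1, Treml1, Mpig6b, Sla, Alox12, Col22a1, Wnt16, Esam, Sox18, Irx3, Irx5, Fst, Bmp6, Akap12 and Eif2s3y, with adjusted p from 0.0508 to 0.137). The authors' table lost Fst, Bmp6, Akap12 and Eif2s3y, and the fit with no filter Sox18, Bmp6 and Akap12. Dim genes kept their calls at smaller sizes after saddle-point normexp with an offset of 50: Eya1 1.19, Fstl5 0.87, Adgre1 -1.36, Col22a1 0.51, Chad 0.43, Fst 0.59 and Bmp6 -0.47; without correction Fstl5 was at 0.99, Chad at 0.52 and Bmp6 at -0.55. Sox9 turned to -0.018 with scale normalization (SE 0.68, against 0.09), -0.051 in the authors' table, -0.16 with the Y-linked term, -0.10 without null replicates 2 and 3 and ran from -0.033 to 0.0985 in the fits without an array; Col1a1 turned to 0.12 with that term and 0.017 without those replicates and ran from -0.151 to 0.0537 in the fits without an array; and Xist turned to 1.13 with that term. None of these passed.

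Wildtype and null arrays share only replicate numbers: 1 of 4 same-number pairs deviated together (correlation above 0.1), and 1 of 8 arrays went best with its own number. With the replicate block 434 probes passed, 160 with a fold above 2 and 385 above 1.5, and 9 lists. A block for the chip was not run. Signals close to background limit Bapx1, Zic1, Chad, Wnt16 and Matn1 in the wildtype.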

Other observations

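Some further biology stood outside the described groups and was picked after its values were seen. The interferon-induced genes Ifi47 and Oasl2 were lower in the null, detected there on 1 and 3 arrays, at -2.32 ± 0.20 and -1.70 ± 0.14 (SE) on the log2 scale, with p adjusted over all kept probes of 0.00049 and 0.00033 (limma). Hscb, an iron-sulfur cluster chaperone gene, was at -1.96 ± 0.11 by its brighter probe but at -0.15 ± 0.13 by the other, which did not pass (adjusted p = 0.60). Of the 817 probes past the threshold, 96 are unnamed here. Among them ILMN_1251419 was at least 7.02-fold higher in the null under each of 3 background treatments (adjusted p = 2.2e-08) and ILMN_1230488 at least 1.66-fold (adjusted p = 4.2e-06), and like the Bapx1 probes both were detected on 0 wildtype and 4 null arrays.

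Other groupings of the arrays were set against the genotypes. Of the 35 splits of the 8 arrays into 4 and 4, 1 gave 817 or more probes, the real one, and the highest of the others gave 533, so no other split reached the count of the genotypes. For a fold above 2 the real split gave 164 and the highest other 66, and above 1.5 they gave 474 and 384, with 1 split as high in each case. For the gene lists 6 splits gave 9 or more, the highest other 12, so chance is not excluded for the number of lists. Each of these other splits set 3 wildtype arrays with 1 null array, so they kept part of the genotype contrast and are no clean measure of chance. The highest split of 2 and 2 gave 7. The split with 533 probes set wildtype replicates 1 and 3 and null replicates 1 and 4 against the other 4 arrays, which points to a structure of the samples across genotypes. Null replicates 2 and 3 lay apart from null replicates 1 and 4 on the second principal component (26.7% of the variance). The split follows Xist intensity within each genotype. In the wildtype it was 4374.6 and 4477.6 against 1487.8 and 2046.5, and in the null 2001.8 and 3105.0 against 611.0 and 142.9. The Y-linked level did not part the wildtype that way (8.27 in replicate 1, 8.11 in replicate 4). What underlies the split was not tested.

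At the study's stated thresholds, an adjusted p under 0.05 and a fold above 2, 164 probes passed here, or 127 genes by the gene-level fit (14 probes with the whole chain of the methods as approximated here). That is higher than the value quoted from the study above, which counts genes.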
